# DMPK is a New Candidate Mediator of Tumor Suppressor p53-Dependent Cell Death

**DOI:** 10.3390/molecules24173175

**Published:** 2019-09-01

**Authors:** Katsuhiko Itoh, Takahiro Ebata, Hiroaki Hirata, Takeru Torii, Wataru Sugimoto, Keigo Onodera, Wataru Nakajima, Ikuno Uehara, Daisuke Okuzaki, Shota Yamauchi, Yemima Budirahardja, Takahito Nishikata, Nobuyuki Tanaka, Keiko Kawauchi

**Keywords:** DMPK, p53, p73, actin, myosin

## Abstract

Tumor suppressor p53 plays an integral role in DNA-damage induced apoptosis, a biological process that protects against tumor progression. Cell shape dramatically changes when cells undergo apoptosis, which is associated with actomyosin contraction; however, it remains entirely elusive how p53 regulates actomyosin contraction in response to DNA-damaging agents. To identify a novel p53 regulating gene encoding the modulator of myosin, we conducted DNA microarray analysis. We found that, in response to DNA-damaging agent doxorubicin, expression of myotonic dystrophy protein kinase (DMPK), which is known to upregulate actomyosin contraction, was increased in a p53-dependent manner. The promoter region of DMPK gene contained potential p53-binding sequences and its promoter activity was increased by overexpression of the p53 family protein p73, but, unexpectedly, not of p53. Furthermore, we found that doxorubicin treatment induced p73 expression, which was significantly attenuated by downregulation of p53. These data suggest that p53 induces expression of DMPK through upregulating p73 expression. Overexpression of DMPK promotes contraction of the actomyosin cortex, which leads to formation of membrane blebs, loss of cell adhesion, and concomitant caspase activation. Taken together, our results suggest the existence of p53-p73-DMPK axis which mediates DNA-damage induced actomyosin contraction at the cortex and concomitant cell death.

## 1. Introduction

Apoptosis is characterized by distinct morphological features, including membrane blebbing, formation of apoptotic bodies, and nuclear fragmentation, all of which require actomyosin contraction [1,2]. In the process of apoptosis, the cysteine-aspartic acid proteases (caspases), critical mediators of apoptosis, are activated, promoting actomyosin contraction. Aberrant activation of myosin II drives not only blebbing but also detachment of cells from the extracellular matrix (ECM), which leads to caspase activation and concomitant apoptosis specially called anoikis [3,4].

Tumor suppressor p53 plays an integral role in apoptosis induced by DNA damage [5,6,7]. In cells under normal conditions, expression of p53 is maintained at a low level via the proteasome system mediated by the E3 ligase Mdm2. Upon DNA damage, p53 is stabilized and activated, inducing transcription of its target genes. Among the transcriptional targets, proapoptotic BH3 proteins such as Bax, Puma, and Noxa powerfully induce apoptosis through mitochondrial outer membrane permeabilization (MOMP) [8,9,10]. MOMP causes the release of cytochrome c and concomitant caspase activation, leading to apoptosis. p73, a p53 family member, induces expression of many genes that are common targets of p53 [11,12]. Like p53, expression of p73 under normal conditions is maintained at a low level via the proteasome system mediated by the E3 ligase Itch [13]. Treatment with DNA damaging agents induces phosphorylation and stabilization of p73, which promotes its transcriptional activity [11,12]. While alternative splicing generates multiple isoforms of p53 and p73 [14,15,16,17], it is well recognized that p53 and p73 proteins induce apoptosis by promoting MOMP. However, it remains unclear whether they induce anoikis by promoting actomyosin contraction. 

DMPK is a serine threonine kinase homologous to myotonic dystrophy kinase-related Cdc42-binding kinase (MRCK) and Rho-Associated Kinase (ROCK) [18]. The myosin-binding subunit of myosin phosphatase target subunit 1 (MYPT1) has been identified as a substrate of DMPK [19,20]. While myosin phosphatase dephosphorylates the myosin II light chain (MLC) and thereby downregulates myosin II activity, phosphorylation of MYPT1 causes inactivation of myosin phosphatase. Therefore, DMPK is expected to induce mysoin II activation. Indeed, overexpression of DMPK increases phosphorylation of MLC 2 in myoblasts [20].

In this study, we show, for the first time, that DMPK expression is induced in response to DNA damage. The DMPK gene is transcribed by p73, which is controlled by p53. An increase in DMPK expression promotes actomyosin contraction, leading to loss of adhesion and concomitant cell death. Our results reveal a novel cell death pathway regulated by the tumor suppressors p53 and p73.

## 2. Results

### 2.1. DMPK is Identified as a Novel p53 Downstream Target Gene Upon Doxorubicin Treatment

It is well recognized that p53 induces apoptosis via MOMP. However, it remains unclear whether p53 induces anoikis by promoting actomyosin contraction. To address this issue, we first conducted a microarray analysis using cDNA from *p53*^+/+^ (wild-type: WT) and *p53*^−/−^ mouse embryonic fibroblasts (MEFs) in the absence or presence of doxorubicin to find a p53 target gene(s) that encodes the modulator of myosin activity. 

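For the microarray, 200 ng of total RNA per sample was labeled with Cy3 and hybridized to Agilent whole mouse genome arrays. WT and *p53*-/- MEFs, each without and with doxorubicin, made up 4 conditions with 1 array each, and all 4 arrays were on 1 slide. A difference between conditions therefore has no replicate check, and the place of an array on the slide cannot be separated from its condition. The legend of Figure 1 gives a doxorubicin dose of 0.5 μg/mL and a treatment time of 24 h for the qRT-PCR, and the text names neither for the arrays. The authors read the spots with Agilent Feature Extraction, which subtracted the background and removed spatial trends within each array. The deposited intensities are not normalized between arrays, and the fold changes that the paper calculated with the Subio Platform are not part of them. Here, the log2 intensity of each probe was taken relative to the 75th percentile of its array over the 39429 probes that are not controls. Each gene was represented by the probe with the highest mean over the 4 arrays, and was called measured where Feature Extraction marked the spot as well above background. For 9082 probes that were matched to no RefSeq gene, the name in the array file counted as the gene. This mark was given to 57.5% of the probes in untreated WT MEFs, 62.9% in doxorubicin-treated WT MEFs, 56.9% in untreated *p53*-/- MEFs and 58.4% in doxorubicin-treated *p53*-/- MEFs. For 253 probes with 10 spots per array, the log2 intensities of the spots had an SD of 0.06, or 0.08 for a ratio of 2 arrays. This spread covers spots on an array only, not separate cultures or labeling reactions. The Trp53 probe, on chromosome 11 of mm9 from 69404204 to 69404263, had a signal of 1228 in untreated and 3442 in doxorubicin-treated WT MEFs, a log2 ratio of 1.68. In *p53*-/- MEFs, its signal was 442 without and 543 with doxorubicin, both well above background. Whether this probe lies inside the targeted part of the gene was not analysed here. Without doxorubicin, the log2 ratio of *p53*-/- over WT MEFs for this probe was −1.33. Between the untreated genotypes, 821 of 17236 measured genes (4.76%) were at least 2-fold apart.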

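The array carries 2 probes for Dmpk. The brighter probe, on chromosome 7 of mm9 from 19679066 to 19679125, is listed under Ensembl transcripts and was assigned to Dmpk by its description, after its values were seen. Its signal was 9576 in untreated and 37201 in doxorubicin-treated WT MEFs, a log2 ratio of 2.15 (4.43-fold). In *p53*-/- MEFs, the signal was 10773 without and 8162 with doxorubicin, a log2 ratio of −0.76. The difference between these log2 ratios was 2.91, and 96 of the 16473 genes measured on all 4 arrays had a larger one (percentile 99.4). Of the 17463 genes measured on both WT arrays, 451 had a larger log2 ratio than Dmpk. The alternative that moved these ratios most was scaling to the median of each array, which gave 1.87 in WT and −1.06 in *p53*-/- MEFs. It also lowered the median log2 ratio of all genes to −0.27 in WT and −0.30 in *p53*-/- MEFs. Without doxorubicin, the log2 ratio of *p53*-/- over WT MEFs for Dmpk was 0.31. Of the genes measured in both untreated genotypes, 47 (0.273%) were further apart than the change of Dmpk in WT MEFs. The second probe, from 19673527 to 19673586, is listed under the RefSeq transcript of Dmpk. It was well above background only in doxorubicin-treated WT MEFs, at a signal of 77.0, where the brightest negative control reached 77.5. Against the lowest signal called well above background in untreated WT MEFs, this corresponds to a rise of at least 1.55-fold, a bound that does not hold against the brightest negative control of that array (108). The second probe gave no ratio in *p53*-/- MEFs.

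**Figure D1:**
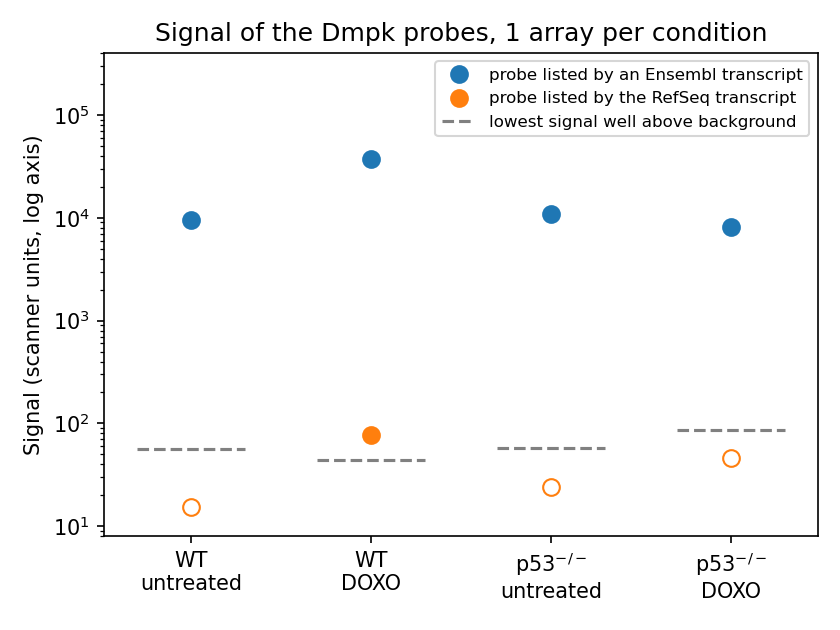
Signal of the 2 Dmpk probes on each of the 4 arrays (scanner units, log axis). Filled circles are well above background, open circles are not, and dashed lines mark the lowest signal called well above background on that array. The brighter probe is highest in doxorubicin-treated WT MEFs, at 37201.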

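Dmpk was compared with other genes whose products act on or form myosin II, among them kinases, phosphatase subunits and myosin subunits. The list held 45 genes, and 41 of them were measured on all 4 arrays. Ranked by the log2 ratio in WT MEFs minus that in *p53*-/- MEFs, Dmpk was 3rd. Ppp1r14a, an inhibitory subunit of myosin phosphatase, was first, with log2 ratios of 2.7 in WT and −1.31 in *p53*-/- MEFs. Its probe lies on chromosome 7 from 30076540 to 30076600. Cdc42bpg, an MRCK gene with a probe on chromosome 19 from 6325121 to 6325180, followed with 2.24 in WT and −1.40 in *p53*-/- MEFs. Its *p53*-/- signals of 253 and 124 were barely above the brightest negative controls (250.1 and 120), so its rank is uncertain. These genes and Dmpk were the 3 on the list that rose at least 2-fold in WT and less than 1.5-fold in *p53*-/- MEFs. Myh14 and Ppp1r12b also rose at least 2-fold in WT MEFs, by log2 ratios of 2.28 and 1.73. Another Ppp1r12b probe gave −0.08, and the other Myh14 probe was too dim to decide, with WT signals of 83.0 and 54.0 below the brightest negative controls. With normexp background correction, Ppp1r12b had −0.044 in WT MEFs. The log2 ratios of the other MRCK genes were −1.27 in WT and −1.82 in *p53*-/- MEFs for Cdc42bpa, and −0.28 and −0.79 for Cdc42bpb. For the ROCK genes, they were −0.05 and −0.76 for Rock1. Rock2 had −1.04 in *p53*-/- MEFs and 0.01 in WT MEFs, where the sign changed to −0.27 when arrays were scaled to their median. The lowest value in WT MEFs was that of Myh10 (−2.46), and the lowest in *p53*-/- MEFs that of Mylk (−2.64). The median difference over the list was 0.46, above 99.99% of 10000 random lists of the same size and similar expression. It came from a median of −0.41 in *p53*-/- MEFs beside 0.02 in WT MEFs. When arrays were scaled to their median, both were lower, at −0.71 and −0.26.

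**Figure D2:**
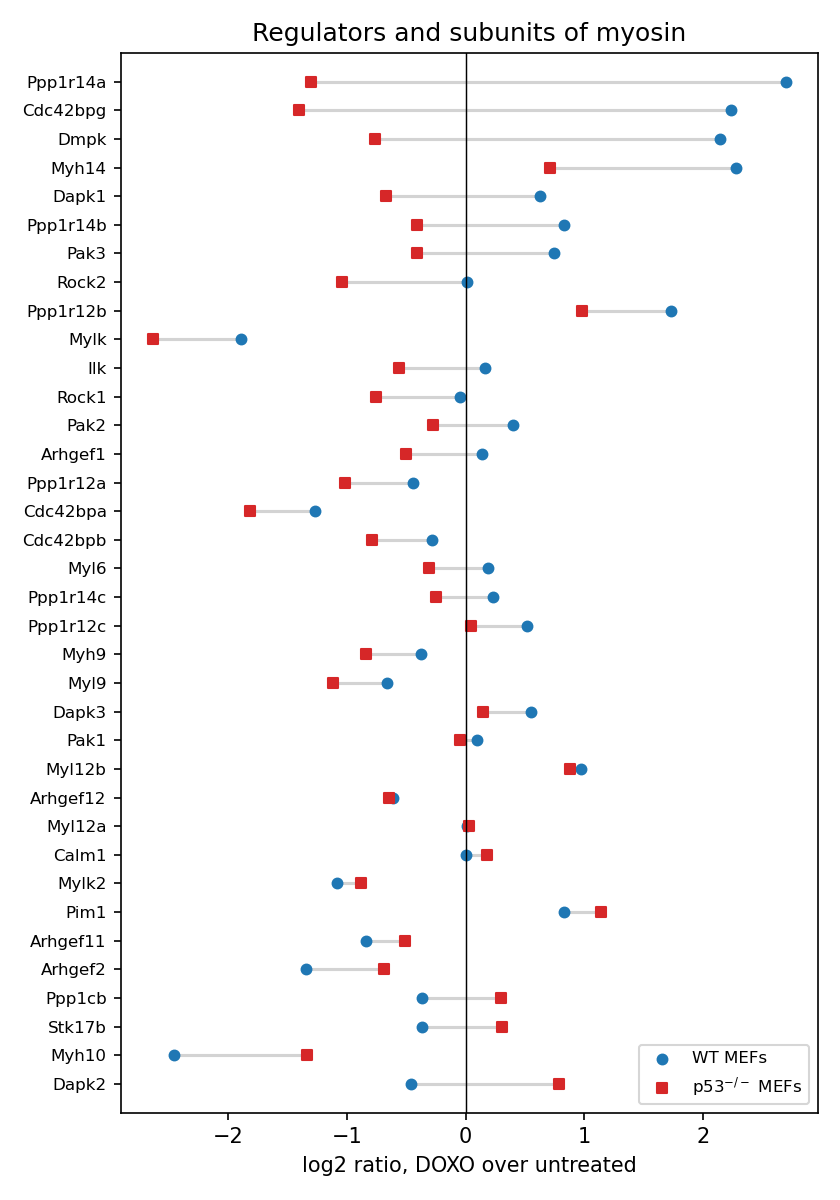
Log2 ratio of doxorubicin-treated over untreated MEFs for 36 of the 41 measured genes, in WT (circles) and *p53*-/- MEFs (squares), sorted by the difference between genotypes. Each point is 1 gene in a comparison of 2 arrays. Ppp1r14a, Cdc42bpg and Dmpk have the widest gaps.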

The result showed that doxorubicin treatment induced expression of DMPK in WT MEFs but not in *p53*^−/−^ MEFs. To confirm this result, we examined the levels of DMPK mRNA by qRT-PCR. Consistently, in WT MEFs, but not in *p53*^−/−^ MEFs, expression of DMPK mRNA was increased upon the doxorubicin treatment (Figure 1a). We further evaluated the levels of DMPK protein by western blotting. In WT MEFs, DMPK expression was elevated upon treatment with doxorubicin in a time-dependent manner, while its expression level in *p53*^−/−^ MEFs remained unchanged (Figure 1b). These results suggest that DMPK gene is a transcriptional target of p53.

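Across the microarray, 1926 of 17463 genes rose at least 2-fold with doxorubicin in WT MEFs and 1820 fell at least 2-fold. In *p53*-/- MEFs, 1567 of 16911 genes rose and 1167 fell. Scaling to array medians turned this balance round, with 1318 higher and 2783 lower in WT and 955 and 2095 in *p53*-/- MEFs. Of the 1737 genes that rose in WT MEFs and were measured on all 4 arrays, 657 also rose at least 2-fold in *p53*-/- MEFs. A rise of at least 2-fold in WT and less than 1.5-fold in *p53*-/- MEFs was found for 748 genes, including Dmpk, and a rise of at least 2-fold in *p53*-/- and less than 1.5-fold in WT MEFs for 532. The log2 ratios of the 2 genotypes correlated across genes with a Pearson r of 0.485 and a Spearman rho of 0.459, where genes are not independent replicates. Known p53 target genes, a list of 46, had a median log2 ratio of 1.37 in WT MEFs (44 measured) and 0.14 in *p53*-/- MEFs (42 measured), where scaling to array medians gave −0.16. Their median difference between genotypes was 1.08, above all 10000 random lists of the same size and similar expression, and 39 of 42 genes had a difference above 0. The log2 ratio in WT MEFs was 2.00 for Mdm2, 1.10 for Bax, 0.20 for Bbc3 (Puma, −0.08 after scaling to array medians) and 2.60 for Pmaip1 (Noxa). In *p53*-/- MEFs, it was 0.47, −0.33, −0.46 and 1.68, respectively. For a list of 40 cell cycle genes, the median log2 ratio was −2.58 in WT MEFs (33 measured) and 0.45 in *p53*-/- MEFs (38 measured). After scaling to array medians, these were −2.86 and 0.16. From the array result for DMPK, the qRT-PCR (Fig. 1a) and the western blots (Fig. 1b), the paper proposes that the DMPK gene is a transcriptional target of p53.

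**Figure D3:**
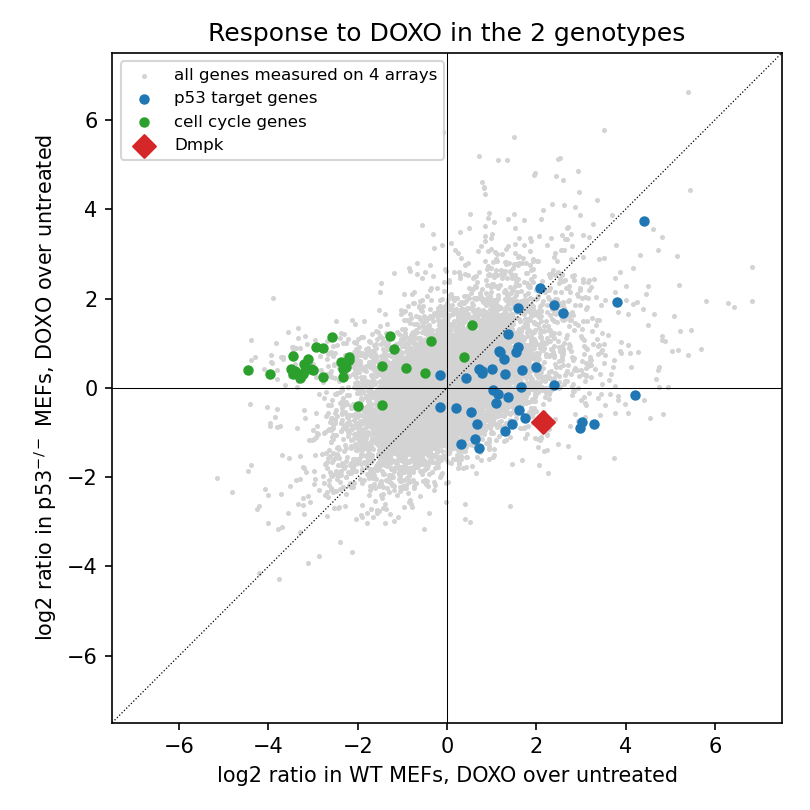
Log2 ratio of doxorubicin-treated over untreated MEFs in *p53*-/- MEFs (vertical axis) against WT MEFs (horizontal axis). Each point is 1 of the 16473 genes measured on all 4 arrays, and the dotted line marks equal ratios. Dmpk lies at 2.15 and −0.76, among p53 target genes and below the line.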

There are several DMPK isoforms that locate not only in cytoplasm but also in endoplasmic reticulum or mitochondria [20]. Cytoplasmic DMPK isoforms, E and F, are smaller than the other isoforms. Since we detected at least two bands of DMPK in Western blotting, several isoforms of DMPK are likely to be expressed in p53 wild-type expressing cells. To identify which isoform of DMPK was increased by doxorubicin treatment, we performed RT-PCR analysis using primer sets for each isoform. The result showed that the expression of mitochondria- and ER-associated isoforms as well as cytoplasmic isoforms of DMPK was increased by doxorubicin treatment in WT MEFs (Figure S1).

### 2.2. p73, but not p53, Induces DMPK Promoter Activation

To determine whether p53 induces expression of the *DMPK* gene through direct activation of its promoter, we characterized the mouse *DMPK* gene. The transcription initiation site is located at 147 base pairs upstream of the ATG start codon and two potential p53-binding sites, located at –744 to –723 (BS1) and –684 to –663 (BS2), were identified in the *DMPK* promoter region (Figure 2a). The contribution of p53 to *DMPK* promoter activation was examined using a luciferase reporter gene linked to the *DMPK* promoter. To this end, three different plasmids were constructed: DMPK-LP-WT-luc containing p53 potential BS1 and 2, DMPK-SP-WT-luc containing p53-potential BS2 and DMPK-ΔBS-luc, which does not contain any of the two potential p53 binding sites (Figure 2a). Doxorubicin treatment induced the activation of all three reporters (Figure 2b). Unexpectedly, ectopic expression of p53 failed to activate DMPK-LP-WT-luc (Figure 2c), suggesting that p53 activates *DMPK* expression in an indirect manner. It is known that p53 and p73, another member of p53 transcription factor family, share common binding sites in promoter regions [11]. We then investigated whether p73 directly activates *DMPK* promoter. Upon p73 expression, the activity of both DMPK-LP-WT-luc and DMPK-SP-WT-luc, but not of DMPK-ΔBS-luc, was increased, while the activity of DMPK-SP-WT-luc was smaller than that of DMPK-LP-WT-luc (Figure 2c–d). To further examine the role of p73-potential binding sites for *DMPK* promoter activation, we created two constructs, containing a mutation in the BS1 (DMPK-LP-MT-Luc) or the BS2 (DMPK-SP-MT-Luc) (Figure 2a). Ectopic expression of p73 increased the activity of mutated *DMPK* promoters only modestly (Figure 2d). Collectively, these results suggest that p73 directly activates the *DMPK* promoter through binding to the two potential p73-binding sites. Since doxorubicin treatment increased the activity of the DMPK-ΔBS promoter (Figure 2b), transcription factors other than p73 would also be involved in activating the DMPK promoter in response to DNA damage.

### 2.3. p53 is Required for Doxorubicin-Induced p73 Expression

Even though p53 is indispensable for doxorubicin-induced expression of DMPK, the *DMPK* promoter is activated not by p53 but by p73. It is, therefore, possible that p53 regulates DMPK expression indirectly via p73. We next set out to investigate the relationship between p53 and p73. We compared the expression levels of p73 in WT and *p53*^−/−^ MEFs. Expression of p73 was increased upon treatment with doxorubicin when p53 was present (Figure 3a). We further examined whether the p53-dependent p73 expression was observed also in human cells. Consistent with the results in MEFs, downregulation of p53 in MCF-7 cells using shRNA decreased expression of p73 and abolished doxorubicin-induced *DMPK* expression (Figure 3b and Figure S2).

### 2.4. p73 is Required for Doxorubicin-Induced DMPK Expression

Our results shown above suggest that DNA damage activates p53, which upregulates p73 expression, leading to induction of DMPK expression. This regulatory hierarchy was further substantiated using CRISPR based-*p73* gene knockout MCF-7 cells (Figure 4a); the doxorubicin-dependent increase in expression of *DMPK* mRNA was abrogated in *p73*-knockout cells, whereas p73-knockout without doxorubicin treatment did not affect the DMPK expression (Figure 4b). These results indicate that p73 functions downstream of p53 to regulate *DMPK* expression in doxorubicin-treated cells.

### 2.5. Overexpression of DMPK Induces Loss of Cell Adhesion and Caspase Activation

Next, we investigated the consequences of the increase of DMPK expression in MCF-7 cells. Alternative splicing of *DMPK* mRNA generates its multiple protein isoforms, which are differentiated by the presence or absence of the five-amino-acid VSGGG motif and amino acid sequences in the C-terminal region [20]. The C-terminal region of DMPK determines its intracellular localization, while the VSGGG motif modulates its autophosphorylation activity. Among the isoforms, the cytosolic DMPK isoforms, DMPK E and F, reportedly phosphorylate MYPT1 of the myosin phosphatase and thereby inhibit its phosphatase activity, leading to an increase in myosin activity [19,20]. We examined the effect of overexpressing DMPK E, which contains the VSGGG motif, on actin organization and myosin activity in MCF-7 cells. F-actin staining showed that overexpression of wild-type (WT) DMPK caused disruption of cortical actin and formation of blebs at the plasma membrane (Figure 5a–c). In addition, cell rounding and detachment of cells from the extracellular substrate were induced. Phosphorylation of MLC2, a critical step in the activation of non-muscle myosin, was higher at the cortex in DMPK WT overexpressing cells compared with that in non-overexpressing cells (Figure 5a). We then examined whether the kinase activity of DMPK was essential for these effects. Unlike DMPK WT, overexpression of its kinase dead mutant (MT) form induced neither bleb formation nor cell rounding. Myosin activity, evaluated by the phosphorylation level of MLC2, was comparable between DMPK MT expressing cells and non-overexpressing cells (Figure 5a). Since both bleb formation and cell rounding depend on actomyosin contraction [1,2], DMPK would induce these alterations in cell shape though promoting actomyosin contraction. We further examined whether DMPK induced caspase activation using the caspase fluorescent biosensor. When effector caspases (i.e., caspse-3 and -7) are activated, the caspase biosensor translocates into the nucleus [21,22]. In agreement with the effects of DMPK WT-overexpression, but not of DMPK MT-overexpression, on cell shape, the caspase biosensor was accumulated in the nucleus in a much higher extent in DMPK WT-overexpressing cells than in DMPK MT-overexpressing cells (Figure 5d,e). We then examined whether DMPK induced rounding of cells under inhibition of caspases. Treatment of DMPK WT overexpressing cells with the pan caspase inhibitor Q-VD-OPh at 30 h after transfection did not affect rounding of cells (Figure 5f), indicating that caspase activity is not required for DMPK-dependent rounding of cells. Since detachment of cells from ECM induces caspase activation and concomitant anoikis [3,4], our results raise the possibility that an increase in DMPK expression induces loss of adhesion by promoting actomyosin contraction, which leads to anoikis. Consistently, knockdown of DMPK increased viability of doxorubicin-treated WT MEFs (Figure S3).

## 3. Discussion

In this study, we provide evidence that the p53-p73-DMPK axis is a novel cell death-inducible pathway. Upon doxorubicin treatment, p53 induces DMPK expression through activation of p73. An increase in DMPK expression causes cell detachment from ECM along with actomyosin activation, resulting in anoikis. Since ultraviolet (UV) irradiation also increased DMPK expression (Figure S4), p53-mediated DMPK expression might be a common response against DNA damage.

Overexpression of cytoplasmic DMPK induces formation of blebs in both lens epithelial cells [23] and MCF-7 cells (this study). It has also been shown that overexpression of cytoplasmic DMPK induces formation of thick stress fibers in myoblasts [24]. Both blebbing and stress fiber formation depend on myosin activity [1,2]. Thus, increased expression of DMPK would induce remodeling of the actin cytoskeleton by activating myosin, even though the resultant cytoskeletal architecture may be different depending on the cell type.

In this study, we show that depletion of p53 downregulates doxorubicin-induced expression of p73 (Figure 3 and Figure S5a). In addition, we observed that p73 expression is decreased by depletion of p53 without doxorubicin treatment (Figure S5a). However, it is controversial whether p53 regulates p73 expression under the normal condition, because it has been reported that overexpression of p53 increases p73 expression, on one hand, and p73 expression is upregulated upon depletion of p53, on the other hand [25]. Expression of another p53 family protein p63 was not decreased upon p53 depletion in doxorubicin-treated cells (Figure S5b), suggesting that p63 is not involved in the p53-mediated DMPK expression.

Like p53, p73 also has tumor suppressive activity [11,12]. Indeed, it has been revealed that p73 induces cell cycle arrest and apoptosis in cells in which p53 function is abrogated [26]. On the other hand, accumulating evidence shows that loss of p53 function strongly hampers the inhibitory effect of DNA damage on cell proliferation [27,28]. Mutations in p53 gene frequently occur in human cancer, which makes cancer resistant to treatments with DNA damaging agents [29,30]. Pharmaceutical or genetic activation of p73 in cancer cells with loss of p53 function would provide a novel therapeutic strategy for cancer treatment which overcomes chemotherapy resistance.

In addition, our findings will contribute to understanding the mechanism of onset of myotonic dystrophy type 1 (DM1), which is the most common adult form of muscle dystrophy. Expression of CUG triplet repeat expansion in the 3’UTR of *DMPK* mRNA is associated with the disease state of DM1 [31,32]. In DM1 patients, the *DMPK* mRNAs with expanded CUG triplet repeats in the 3´UTR form foci in the nucleus and act as toxic RNA molecules, causing misregulation of splicing in multiple genes [33]. While DM1 is defined as a disease that causes progressive muscular weakness and atrophy, DM1 patients have an increased cancer risk in many organs and exhibit whole-body insulin resistance [34,35]. Even though its expression is relatively high in muscle tissues, i.e., skeletal, cardiac, and smooth muscles, *DMPK* is expressed in various tissues [36,37,38,39]. DNA damage would promote the formation of the toxic RNA foci via induction of *DMPK* expression in various tissues, which might underlie the fact that these symptoms are observed in many body systems. Pharmaceutical inhibition of *DMPK* expression and/or RNA foci formation may provide a way to delay onset and progression of DM1 disease. It would also be important for DM1 patients to avoid being exposed to chemical and mechanical stimuli that cause serious DNA damage. 

## 4. Materials and Methods 

### 4.1. Cell Culture and Plasmidss

Cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin for MCF-7 human breast cancer cells, C2C12 mouse myoblasts, and 293T human embryonic kidney cells or 50 μg/mL kanamycin for MEFs. *p53*^+/+^ MEFs and *p53*^–/–^ MEFs were prepared as described previously [40]. The DNA encoding HA-p73 was obtained by PCR from pEGFP p73 expression vector, a gift from Dr. Toshinori Ozaki, and subcloned into the pcDNA3 vector (Invitrogen. Inc., Carlsbad, CA). The DNA encoding wild-type HA-DMPK was obtained by PCR using the MEFs cDNA pool and subcloned into the pcDNA3 vector. The K100A mutation, where Lys 100 of DMPK was replaced by alanine, was then introduced to produce HA-DMPK kinase dead. The plasmid encoding Caspase-3 sensor was a kind gift from Dr. Hu Zhaoyong. To generate retroviruses encoding short hairpin RNA (shRNA) against human *p53* or mouse *DMPK*, the *p53* target sequence, 5´-GACTCCAGTGGTAATCTAC-3´, or the *DMPK* target sequence, 5´-GCCAAGTGTATGCCATGAA-3´, was cloned into a pSuper retro puro (Oligoengine, Seattle, WA, USA). To generate lentiviruses encoding guide RNAs (gRNAs) against *GFP* (control) and human *p73*, the *GFP* target sequence 5´-GGAGCGCACCATCTTCTTCA-3´ and the *p73* target sequence 5´-GCCCTATGAGCCACCACAGG-3´ were cloned into the LentiCRISPR v2 puro (Addgene, Cambridge, MA, USA). Retroviral infection and lentiviral infection were performed as described previously [41,42]. Infected cells were selected using 1.5 μg/mL puromycin for three days.

### 4.2. Antibodies and Materials

Anti-DMPK rabbit polyclonal (Life Technologies, Carlsbad, CA, USA), anti-α-tubulin mouse monoclonal (DM1A; Sigma-Aldrich, St. Louis, MO, USA), anti-p53 mouse monoclonal (1C12; Cell Signaling Technology, Danvers, MA, USA and DO1; Santa Cruz Biotechnology, Santa Cruz, CA, USA), anti-p73 mouse monoclonal (ER-15; abcam, Cambridge, MA, USA), and anti-p73 rabbit monoclonal (D3G10; Cell Signaling Technology, Danvers, MA, USA) antibodies were used for immunoblot analysis. Anti-HA mouse monoclonal (16B12; Covance, Princeton, NJ, USA), anti-phosphorylated Ser 19 myosin light chain 2 rabbit polyclonal (pMLC2) (Cell Signaling Technology, Danvers, MA, USA) antibodies were used for immunofluorescence analyses. Doxorubicin and Q-VD-OPh were purchased from Calbiochem (La Jolla, CA, USA) and Sigma-Aldrich (St. Louis, MO, USA), respectively.

### 4.3. DNA Micro Array and Quantitative Real-Time PCR (qRT-PCR)

Total RNA was isolated and purified using NucleoSpin RNA kit (Takara Bio Inc., Shiga, Japan). For microarray, total RNA (200 ng) was reverse-transcribed into double-stranded cDNA using AffinityScript multiple temperature reverse transcriptase (Agilent Technologies Inc., Palo Alto, CA, USA). The resulting complimentary RNA (cRNA) were labeled with cyanine-3 (Cy-3)-labeled cytosine triphosphate (Perkin-Elmer, Wellesley, MA, USA) using a Low Input Quick-Amp Labeling kit (Agilent Technologies Inc., Palo Alto, CA, USA). One color experiments were performed by hybridizing four cRNAs onto a Whole Mouse Genome Oligo Microarray ver. 2 (G4846A; Agilent Technologies Inc., Palo Alto, CA, USA). The Subio Platform and Subio Basic Plug-in (v1.12; Subio Inc., Aichi, Japan) were then used to calculate the between-sample fold change. Microarray data have been deposited in NCBI-GEO under accession numbers GSE134201.

For qRT-PCR, cDNA was prepared using PrimeScript 1st strand cDNA Synthesis kit (Takara Bio Inc., Shiga, Japan). qRT-PCR analysis was performed with Thunderbird SYBR qPCR Mix (Toyobo, Osaka, Japan) under the following conditions: 1 min at 95 °C, followed by 40 cycles of 95 °C for 15 sec and 55 °C for 1 min using StepOne Plus Real-Time PCR system (Applied Biosystems). The following primers were used: mouse *DMPK* forward 5´-ATAAGTGGGACATGCTGAAGAG-3´; mouse *DMPK* reverse 5´-CTCATCCTGGAAGGCAAAGT-3´; human *DMPK* forward 5´-CTGGGTGTATTCGCCTATGAA-3´; human *DMPK* reverse 5´-CTCCTTGTAGTGGACGATCTTG-3´, mouse *p73* forward 5´-CAGCCTTTGGTTGACTCCTATCG-3´; mouse *p73* reverse 5´-TGGTTGACGGAGGGCAGTTTGT-3´, mouse *p63* forward 5´- GTATCGGACAGCGCAAAGAACG -3´; mouse *p63* reverse 5´- CTGGTAGGTACAGCAGCTCATC-3´, mouse *PPIA* forward 5´-CCTTGGGCCGCGTCTCCTT-3´, mouse *PPIA* reverse 5´-CACCCTGGCACATGAATCCTG-3´; human *UBC* forward 5´-TGACTACAACATCCAGAA-3´; human *UBC* reverse 5´-ATCTTTGCCTTGACATTC-3´. After normalization against mouse *PPIA* or human *UBC* mRNA, the relative expression levels to control are shown.

### 4.4. Immunoblot Analysis

Immunoblot analysis was performed as described previously [41]. Briefly, cells were solubilized with lysis buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% Triton X-100, 1% SDS, 10 mM EDTA, 1 mM Na3VO4, 10 mM NaF, and protease inhibitor cocktail (Nacalai Tesque, Kyoto, Japan), sonicated and centrifuged at 20,000 × *g* for 15 min. The supernatants were used as total cell extracts and subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE).

### 4.5. Luciferase Assay 

The reporter construct DMPK-long promoter (LP)-wild-type (WT)-luc, DMPK-short promoter (SP)-WT-luc, and DMPK-ΔBS-luc were generated by subcloning the PCR-amplified fragments encompassing the promoter region (−744 to +51, −684 to +51, and −650 to +51) of mouse *DMPK* gene into the pGL3-basic vector (Promega, Madison, WI, USA). DMPK-LP-mutant (MT)-luc and DMPK-SP-MT-luc were constructed by inserting, by PCR, synthetic DNAs carrying altered putative p53-recognition sequence (Figure 2a). The control plasmid phRL-TK (Renilla luciferase reporter) was obtained from Toyobo (Osaka, Japan). Luciferase activity was determined using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI, USA).

### 4.6. Fluorescence Microscopy

MCF-7 cells were transfected with the expression plasmid for HA-DMPK-wild-type (WT) or HA-DMPK-kinase dead mutant (MT). The cells were fixed with 4% PFA, permeabilized with 0.1% Triton X-100, and then blocked with 2% BSA in phosphate buffered saline (PBS), the cells were incubated with anti-HA and anti-pMLC2 antibodies. Alexa Fluor 546-conjugated goat anti-rabbit IgG (Molecular Probes, Carlsbad, CA, USA) and Alexa Fluor 647-conjugated goat anti-mouse IgG (Molecular Probes, Carlsbad, CA) were used as secondary antibodies. Alexa Fluor 488 Phalloidin and DAPI (Vector Laboratories, Inc., Burlingame, CA, USA) were used to stain actin filaments and nuclei, respectively. Images were acquired using a confocal microscope (A1R HD25, Nikon) and then analyzed with ImageJ software (NIH).

### 4.7. Evaluation of Caspase-Activation

Cells were transfected with EYFP-tagged Caspase-3 sensor expression vector together with mCherry-control, -DMPK WT, or -DMPK MT expression vector. At 30 h after transfection, the cells were fixed and Z-stack images with an interval of 1.0 μm were obtained using a confocal microscope (LSM700; Zeiss). The average of fluorescence intensities of EYFP in three areas (3 μm in diameter) of cytoplasm and nucleus in each cell were quantified using ImageJ software (NIH). A cell in which the fluorescence intensity in the nucleus is 1.5 times higher than that in the cytoplasm is defined as a caspase-activating cell.

### 4.8. Morphological Evaluation of Cells

Cells were transfected with mcherry-tagged DMPK WT, or DMPK MT expression vector. At 6 h after transfection, the cells were cultured in the presence and absence of Q-VD-OPh for 30 h and then fixed. Z-stack images with an interval of 3.0 μm were obtained using a confocal microscope (LSM700; Zeiss) and analyzed with. ImageJ software (NIH). A cell having thickness above 9.0 μm is defined as a rounding cell.

## Figures and Tables

**Figure 1:**
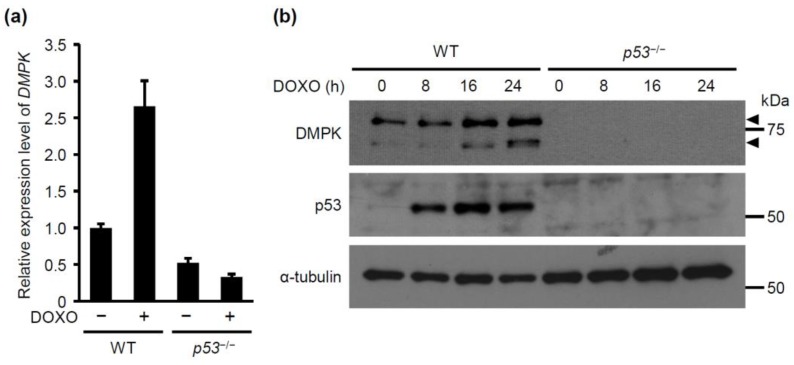
DMPK expression is upregulated upon DOXO treatment of *p53*^+/+^ but not *p53*^−/−^ MEFs. (**a**) DMPK expression in *p53*^+/+^ (WT) and *p53*^−/−^ MEFs treated with or without doxorubicin (DOXO; 0.5 μg/mL) for 24 h was evaluated by qRT-PCR. Each bar represents the mean ± SD; n = 3. (**b**) Lysates from the cells treated with or without DOXO for the indicated time periods were subjected to immunoblot analysis with antibodies against DMPK, p53, and α-tubulin as a loading control. Arrowheads indicate DMPK.

**Figure 2:**
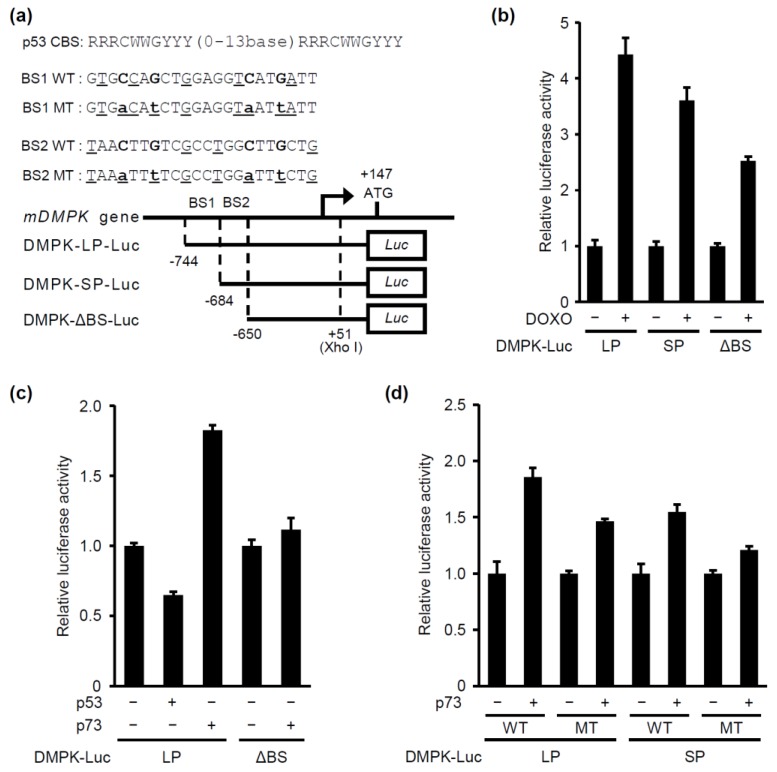
p73 induces *DMPK* promoter activation. (**a**) The location of p53-putative binding sequences within *DMPK* promoter and the luciferase reporter gene constructs. p53-consensus binding sequences (CBS) and p53-putative binding sequences (BS1 and BS2) within *DMPK* promoter are shown. R is A or G, W is A or T, and Y is C or T. The sites difference from the p53 CBS are indicated by underlines. The following reporter plasmids used in this assay are also indicated: DMPK-LP-WT-luc containing the promoter region −744 to +51 of the mouse *DMPK* gene, DMPK-SP-WT-luc containing the promoter region −684 to +51 of the mouse *DMPK* gene, DMPK-LP-MT-luc and DMPK-SP-MT-luc containing the mutations in BS1 or BS2 (indicated by lowercase letters). DMPK-ΔBS-luc containing the promoter region −650 to +51 does not contain the p53-BS1 and -BS2. (**b**) C2C12 cells were transfected using DMPK-LP-WT-luc, DMPK-SP-WT-luc, or DMPK-ΔBS-luc construct and treated with DOXO (0.5 μg/mL) after 12 h. The luciferase activity was measured 24 h after DOXO treatment. The activity was normalized with the average value of no-treated cells. (**c**) Expression plasmid for HA-p53 or HA-p73 was cotransfected with DMPK-LP-WT-luc or DMPK-SP-WT-luc plasmid. (**d**) Expression plasmid for HA-p73 was cotransfected with DMPK-LP-WT-luc, DMPK-LP-MT-luc, DMPK-SP-WT-luc, or DMPK-SP-MT-luc plasmid. For figures (c) and (d), the luciferase activity was measured 24 h after transfection and it was normalized with the average value of the cells transfected with control plasmid for HA-p53 or p73. For figures (b) to (d), each bar represents the mean ± SD; n = 3.

**Figure 3:**
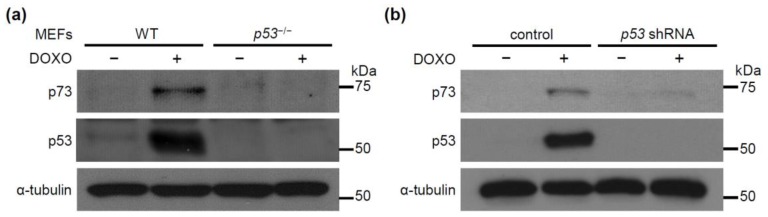
DOXO treatment induces p73 expression in a p53 dependent manner. (**a**) WT (*p53*^+/+^) and *p53*^−/−^ MEFs were treated with DOXO (0.5 μg/mL) for 16 h. (**b**) MCF-7 cells infected either with control or *p53* shRNA-expressing retrovirus were treated with DOXO (1.0 μg/mL) for 16 h. Cell lysates were subjected to immunoblot analysis with antibodies against p73, p53, and α-tubulin as a loading control.

**Figure 4:**
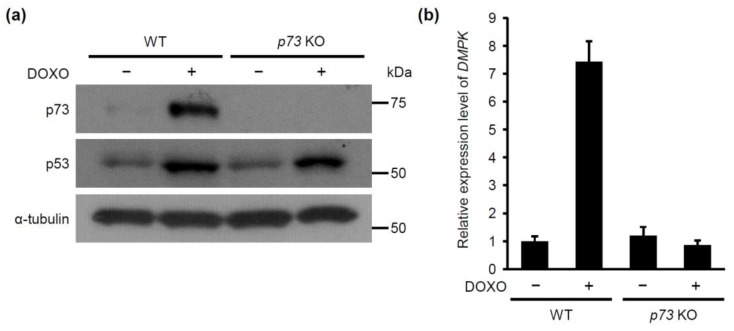
Knockout of *p73* decreases DOXO-induced *DMPK* expression. MCF-7 cells were infected with control or *p73* gRNA-expressing lentivirus using CRISPR/Cas9 system. (**a**) The cells were treated with DOXO (1.0 μg/mL) for 16 h. Subsequently, cell lysates were subjected to immunoblot analysis with antibodies against p73, p53, and α-tubulin as a loading control. (**b**) The cells were treated with DOXO for 24 h. Subsequently, *DMPK* expression level was evaluated using qRT-PCR. Each bar represents the mean ± SD; n = 3.

**Figure 5:**
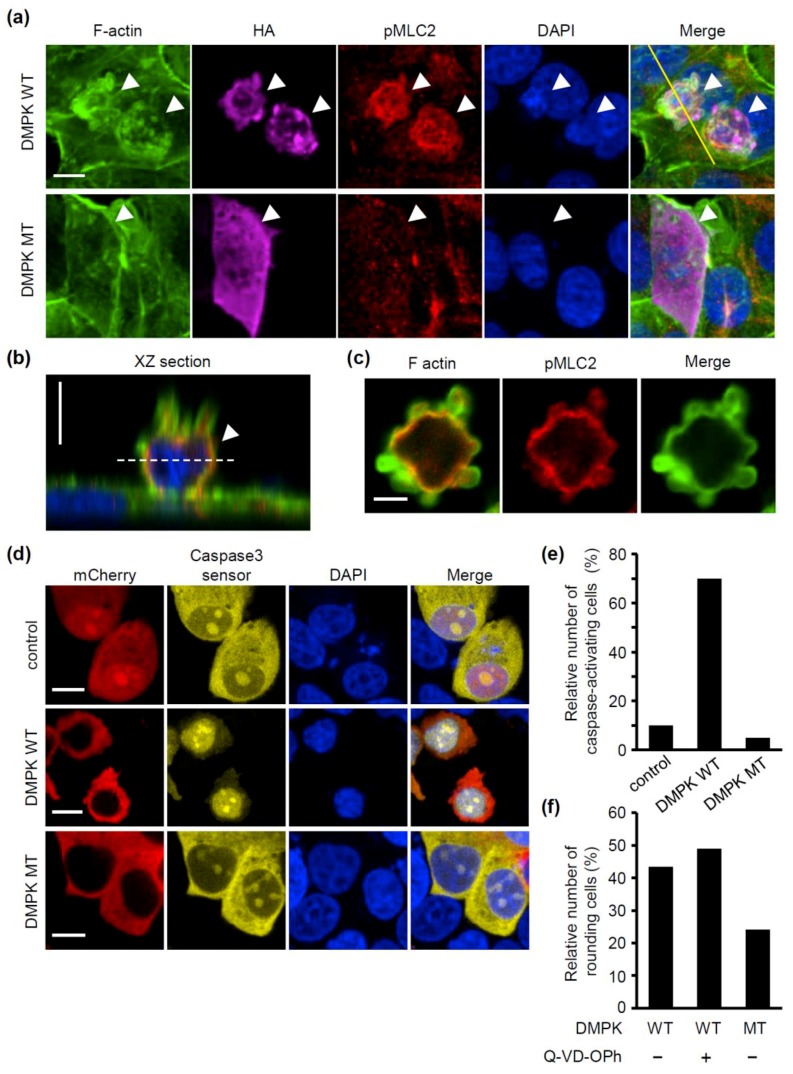
Overexpression of DMPK induces caspase activation in a kinase activity dependent manner. (**a**–**c**) MCF-7 cells were transfected with expression plasmid for HA-DMPK-wild-type (WT) or HA-DMPK-kinase dead mutant (MT). Confocal images of cells stained for F-actin using phalloidin (green), HA (purple), pMLC2 (red) and DNA using DAPI (blue). (**a**) Z-stack images with 25 slices at 1.0 μm intervals were obtained. The projected images are shown. Arrowheads indicate DMPK WT or MT overexpressing cells. Scale bar is 10 μm. (**b**) XZ section image along the yellow line of a cell expressing HA-DMPK-WT in figure a is shown. Image for HA staining is omitted for clarity. Scale bar is 10 μm. (**c**) XY section images along the white dots line of a cell expressing HA-DMPK-WT in figure b are shown. Image for DAPI is omitted for clarity. Scale bar is 5 μm. (**d**, **e**) Cells were co-transfected with EYFP-Caspase-3 sensor and mCherry (control), mCherry-DMPK-WT or mCherry-DMPK-MT. (**d**) Confocal images of MCF-7 cells stained for mCherry (red), Caspase-3 sensor (yellow) and DNA using DAPI (blue). Z-stack images with three slices at 1.0 μm intervals of the middle of cells were obtained. The projected images are shown. Scale bar is 10 μm. (**e**) Relative number of caspase-activating cells are shown (n = 20). (**f**) Cells were transfected with mCherry-DMPK-WT or mCherry-DMPK-MT. After 6 h, cells were treated with Q-VD-OPh (100 μM) for 30 h. Z-stack images with an interval of 3.0 μm were obtained. The relative number of rounding cells are shown (n = 190).

## Supplementary Materials

The following are available online, **Figure S1.** Identification of DMPK isoforms induced by DOXO treatment; **Figure S2.** DOXO promotes *DMPK* expression in p53-dependent manner in MCF-7 cells; **Figure S3.** UV irradiation promotes DMPK expression; **Figure S4.** DOXO-induced growth inhibition of wild-type MEFs is attenuated by *DMPK* knockdown; **Figure S5.** p53 deficiency does not influence DOXO-induced *p63* expression.

# Supplementary material for: DMPK is a New Candidate Mediator of Tumor Suppressor p53-Dependent Cell Death
**Source:** Molecules. 2019 Sep 1;24(17):3175. doi: 10.3390/molecules24173175
**Supplement:** Supplementary file 1

## **DMPK is a new candidate mediator of tumor suppressor p53-dependent apoptosis**

Katsuhiko Itoh<sup>1</sup>, Takahiro Ebata<sup>1</sup>, Hiroaki Hirata<sup>2</sup>, Takeru Torii<sup>1</sup>, Wataru Sugimoto<sup>1</sup>, Keigo Onodera<sup>3</sup>, Wataru Nakajima<sup>3</sup>, Ikuno Uehara<sup>3</sup>, Daisuke Okuzaki<sup>4</sup>, Shota Yamauchi<sup>5</sup>, Yemima Budirahardja<sup>1</sup>, Takahito Nishikata<sup>1</sup>, Nobuyuki Tanaka<sup>3</sup>, and Keiko Kawauchi<sup>1, 3\*</sup>

### **Supplementary Information**

#### **Supplementary Materials and Methods**

##### **Reverse transcription-PCR (RT-PCR)**

cDNA was prepared using PrimeScript 1<sup>st</sup> strand cDNA Synthesis kit (Takara). RT-PCR analysis was performed with PrimeSTAR HS (Takara) under the following conditions: 40 cycles of 98°C for 10 sec, 55°C for 5 sec, and 72°C for 10 sec. RT-PCR analysis of *DMPK* isoforms or *ACTB* as a control was carried out using the following primer pairs: mouse *DMPK-A* and *-B* isoforms forward 5'- ACTTCTCCAGCCAACTACAG -3'; mouse *DMPK-A* and *-B* isoforms reverse 5'- CCATCTAGATGGGAAGGTG -3'; mouse *DMPK-C* and *-D* isoforms forward 5'- ACTTCTCCAGCCAACTACAG -3'; mouse *DMPK-C* and *-D* isoforms reverse 5'- GCCATATGGGAAGGTGGATC -3'; mouse *DMPK-E* and *-F* isoforms forward 5'- ACTTCTCCAGCCAACTACAG -3'; mouse *DMPK-E* and *-F* isoforms reverse 5'- AGGCCTAGGGATCTGCGG -3'; mouse *ACTB* forward 5'-ATGGATGACGATATCGCTGCGC-3'; mouse *ACTB* reverse 5'-GCAGCACAGGGTGCTCCTCA-3'.

##### **UV irradiation**

Prior to irradiation, medium was removed. Subsequently, cells were irradiated with UVB or UVC by using the CL-1000 Ultraviolet Crosslinker (UVP, Upland, CA) or the CX-2000 Ultraviolet Crosslinker (UVP, Upland, CA), respectively.

## Supplementary Figures

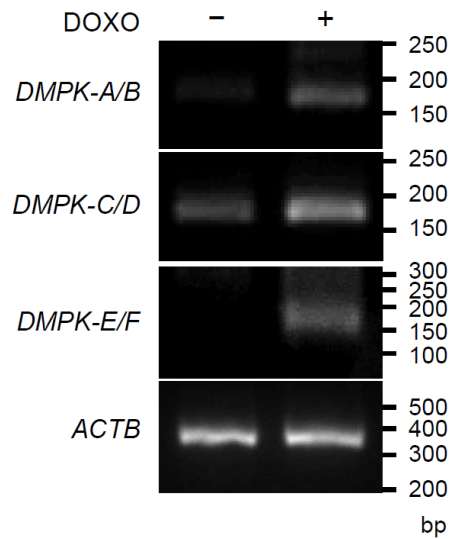

**Figure S1. Identification of *DMPK* isoforms induced by DOXO treatment.** *p53*<sup>+/+</sup> and *p53*<sup>-/-</sup> MEFs were treated with DOXO for 24 h. The expression of *DMPK* isoforms in untreated and DOXO-treated cells were evaluated by RT-PCR using specific primer sets for each isoform.

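The isoform RT-PCR used the same forward primer for every DMPK isoform and told the isoforms apart by the reverse primer. One reverse primer each served isoforms A and B, isoforms C and D, and isoforms E and F, so that the primers alone do not tell the members of a pair apart. ACTB was amplified as a control. The brighter microarray probe for Dmpk is listed under 4 Ensembl transcripts, and no array value was assigned to a single isoform.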

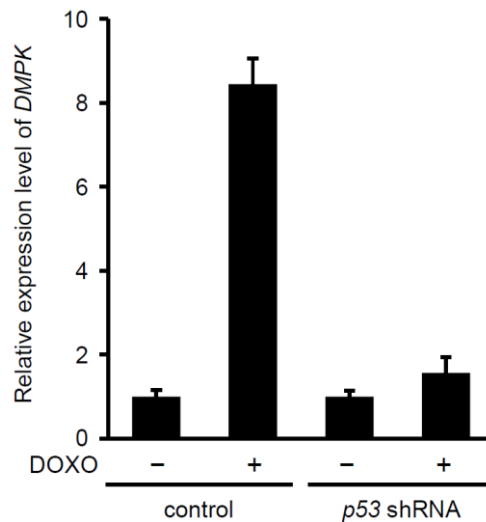

**Figure S2. DOXO promotes *DMPK* expression in *p53*-dependent manner in MCF-7 cells.** Control and *p53*-knockdown MCF-7 cells were treated with DOXO for 24 h. *DMPK* expression was evaluated by qRT-PCR. Each bar represents the mean  $\pm$  SD; n = 3.

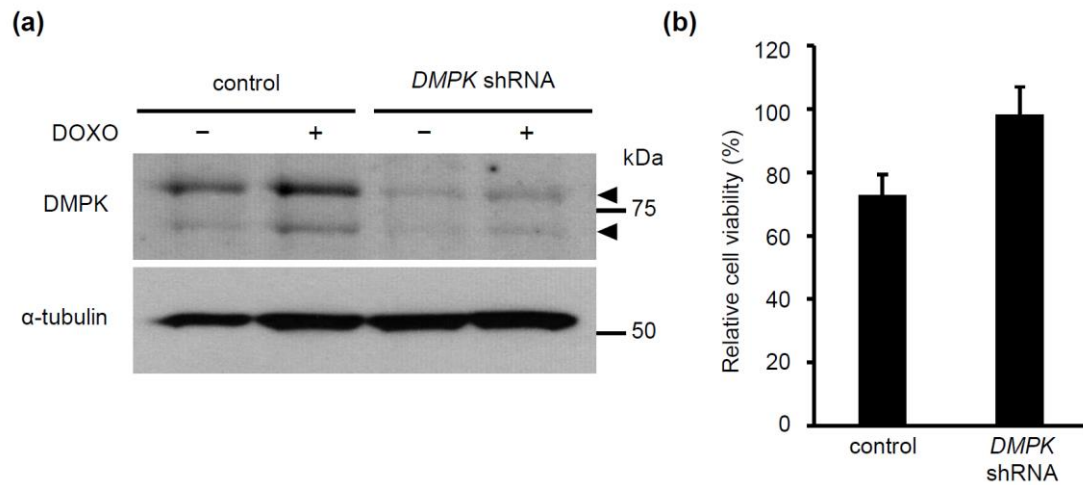

**Figure S3. DOXO-induced growth inhibition of wild-type MEFs is attenuated by *DMPK* knockdown.** WT ( $p53^{+/+}$ ) MEFs infected either with control or *DMPK* shRNA-expressing retrovirus were treated with DOXO for 16 h. (a) Cell lysates were subjected to immunoblot analysis with antibodies against DMPK and  $\alpha$ -tubulin as a loading control. (b) The cells were treated with DOXO for 24 h, and the number of viable cells was counted using trypan blue exclusion-based cell staining. In each condition, the number of doxorubicin-treated cells was normalized to that of non-treated cells. Each bar represents the mean  $\pm$  standard deviation (SD);  $n=4$ .

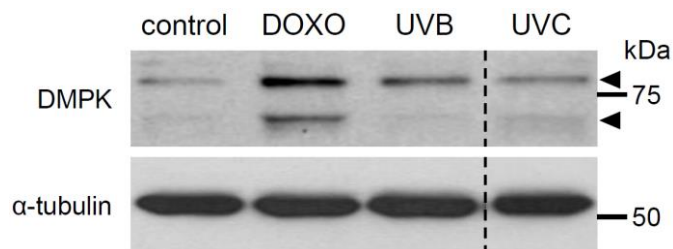

**Figure S4. UV irradiation promotes *DMPK* expression.** C2C12 cells were incubated for 16 h after UVB (1000 J/m<sup>2</sup>) or UVC (10 J/m<sup>2</sup>) exposure. Subsequently, cell lysates were subjected to immunoblot analysis with antibodies against DMPK and  $\alpha$ -tubulin as a loading control.

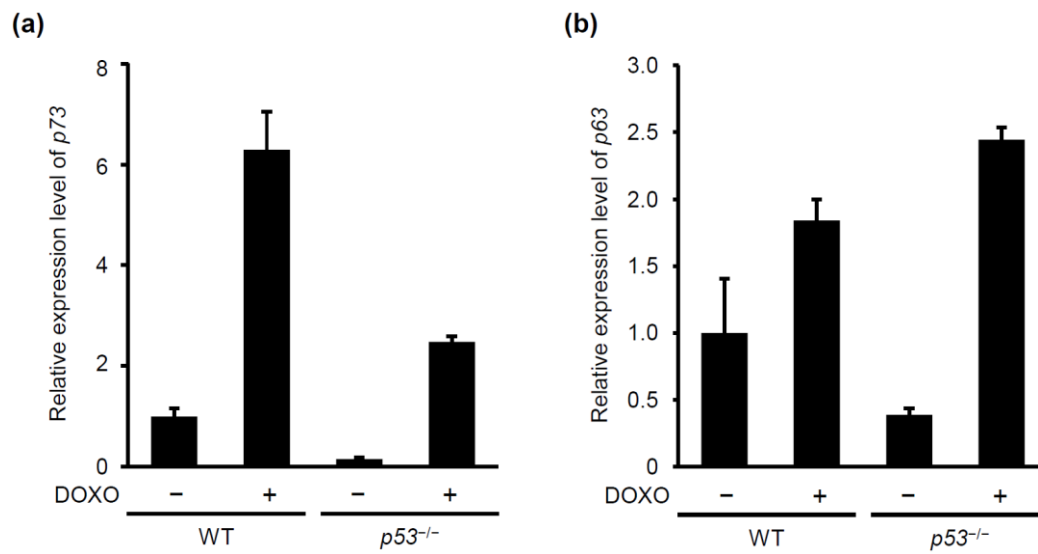

**Figure S5. p53 deficiency does not influence DOXO-induced p63 expression.** Expression of *p73* (a) and *p63* (b) in *p53*<sup>+/+</sup> (WT) and *p53*<sup>-/-</sup> MEFs treated with or without DOXO for 24 h was evaluated by qRT-PCR. Each bar represents the mean ± SD; n = 3.

How the deposited data were processed for this re-analysis (not part of the article)

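RNA from WT and *p53*-/- MEFs, each without and with doxorubicin, was measured on 4 one-color Agilent mouse arrays, 1 per condition, on 1 slide. The authors labeled 200 ng of total RNA per sample with Cy3, hybridized it and read the arrays with Agilent Feature Extraction (version 10.7.3.1). The deposited intensity of each spot was background-subtracted and corrected for trends within the array by that program, with substitute values for dim spots, and was not normalized between arrays. The authors also deposited a table of intensities for all arrays, whose values were equal to the processed intensities at every spot. The deposited mean spot intensity and local background intensity were used for 1 alternative. The deposited flags, coded as 0 or 1 by Feature Extraction, mark spots that are well above background, saturated or outliers. The methods name the Subio Platform for fold changes between samples, and its settings and output were not used here. Probe positions are those of the files (mm9).

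Each array held 43020 spots that are not controls, for 39429 probes, of which 39030 were spotted once and 399 were spotted 10 times. Outlier spots (162, 153, 145 and 168 for untreated WT, doxorubicin-treated WT, untreated *p53*-/- and doxorubicin-treated *p53*-/- MEFs) were left out, and 0 spots were saturated. The remaining spots of a probe were averaged as log2 intensities, and the 75th percentile of each array was subtracted. These percentiles were signals of 2074, 1819, 1881 and 2421 in the same order. The lowest signals called well above background were 56.7, 44.3, 57.9 and 87.1. The brightest of 153 negative control spots had signals of 108, 77.5, 250.1 and 120, so weak calls are within reach of background. In untreated *p53*-/- MEFs such calls were not few. There, 56.9% of the probes were called, although the median signal of that array was 138, below 250.1. A gene was its probe with the highest mean over the 4 arrays, and a ratio was measured where that probe was well above background on the arrays compared. Where only 1 of the arrays was well above background, the ratio was bounded by the lowest signal so called on the other. Values are log2 ratios of doxorubicin-treated over untreated MEFs and the difference of these ratios (WT minus *p53*-/-). The number of arrays limits the precision, and no p-value was calculated. The spread between repeat spots (SD 0.08 for a ratio and 0.12 for a difference of ratios) served as the limit for calling a value moved.

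Gene names came from a RefSeq table of assembly GRCm38.p6, which was used for names, neighboring genes and ranks of gene length only. It named 30346 probes, 26157 by transcript accession, 178 by protein accession, 3104 by symbol and 907 by synonym. Another 9082 probes kept the name in the file, and 1 probe, the brighter Dmpk probe, was named by its description. Names kept from the file counted as genes in all counts, ranks and percentiles.

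Named genes followed a rule. They were the genes that the paper names, the members of the lists of p53 family, myosin II regulator, sex-linked and reference genes, and the 5 p53 target and 5 cell cycle genes with the largest difference. The rule also took the 5 largest and 5 smallest differences among all genes that changed at least 2-fold in WT MEFs. Some genes that the paper names and some members of the myosin II regulator list are not reported here one by one, though they remain in counts, ranks and medians. These lists, the rule, the comparisons and the alternatives listed below were set before the data were examined. The use of the second Dmpk probe alone was added after the values were seen. Genes of the interferon response (33) were listed after the values were seen, and leukocyte markers (14) were listed before their own values were looked at. The median of a list was placed among 10000 random lists of the same size, each member drawn from the 200 genes nearest in mean expression, as a description of these arrays.

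Alternatives were scaling to the array median, quantile normalization, normexp background correction (limma, offset 50), no filter on dim probes, well above background on all 4 arrays for every comparison, the mean of a gene's probes, the deposited table of intensities, and thresholds of 1.5-fold and 3-fold. Slide as a block was not run, since there was 1 slide. The steps were tested on simulated arrays. With the 75th percentile, 100% of 200 changed genes were recovered among 17461 genes for WT MEFs, and 100% of 98 among 16913 genes for *p53*-/- MEFs, with 0 unchanged genes called. With normexp, 99.5% and 98.0% were recovered. Every simulated change exceeded the 2-fold threshold by more than the simulated noise, so near-complete recovery was built in. Far fewer genes changed than on the real arrays, so the simulation does not test scaling when many genes change. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for normexp and no test.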

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

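The tests of array scaling, place on the slide, cross-hybridization, RNA degradation and mixed WT cells were chosen after the results were seen, as were the interferon genes, the comparison with gene length, the limit of 1.5-fold for opposite directions, the number of p53 targets needed to argue against mixed cells, the look at p53 targets that came above background and the summary value of the test of low expression. With 1 array per condition, none of the differences between genotypes described here was tested, and the culture that each sample came from stays open as a source of all of them. The place of the array on the slide stays open where no value below argues against it.

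A total of 17 named genes moved by at least 1.5-fold in opposite directions in WT and *p53*-/- MEFs. Many of them were named because their difference was large, so their number says little by itself. Among myosin II regulators, the difference of log2 ratios was 2.91 for Dmpk, 3.64 for Cdc42bpg, 1.30 for Dapk1 and 4.01 for Ppp1r14a. Among p53 target genes, it was 4.11 for Dcxr, 3.86 for Ddit4l, 3.78 for Dgka and 2.43 for Ei24. Among cell cycle genes, it was −4.16 for Mcm3 and −3.86 for Aurka. Of all genes, Hyal1 (5.42), Mmrn2 (5.31) and Matn4 (5.23) rose in WT MEFs and fell in *p53*-/- MEFs. Tk1 (−5.0), Fignl1 (−5.01), Exo1 (−5.47) and Cxcl5 (−5.91) did the reverse. Some of these rest on signals below the brightest negative control of an array, at 49.4 against 77.5 for Cxcl5 in doxorubicin-treated WT MEFs and at 218 and 213 against 250.1 for Dcxr and Ddit4l in untreated *p53*-/- MEFs, so their size is uncertain. All 17 kept opposite signs under array median, quantile normalization, normexp and the mean of a gene's probes. Under array median this was bound to hold, since its shift of all ratios is smaller than the 1.5-fold by which these genes were chosen. For genes with 1 passing probe, the mean of the probes is the same value.

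For Dmpk, the rise in WT MEFs stayed at a log2 ratio of 1.87 or more under the other scalings and background corrections, which argues against scaling as its source. The flanking genes Dmwd and Six5, chosen after the values were seen, had log2 ratios of 0.47 and −1.27 in WT MEFs, against 2.15 for Dmpk, which argues against a change of the whole region. The paper's qRT-PCR, another method, gave a Dmpk rise to about 2.7 times the untreated value in doxorubicin-treated WT MEFs (Fig. 1a, read by eye). How much of the brighter probe's own rise is cross-hybridization cannot be told apart on the arrays, since the other probe was too dim. Its rise had a lower bound of 0.63 on the log2 scale, but its signal of 77.0 did not exceed the brightest negative control of that array.

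Cell cycle genes had a median difference of −3.02, from −2.58 in WT and 0.45 in *p53*-/- MEFs (0.16 with scaling to the array median). The middle 95% of random lists of similar expression lay between −0.27 and 0.22 for the difference, which argues against an effect of the place on the slide that acts alike on genes of similar signal. Under the other scalings and background corrections, the median difference was −2.90 or lower, which argues against scaling. In untreated MEFs, these genes were already higher in *p53*-/- than in WT MEFs, with a median log2 ratio of 1.07. A p53-dependent stop of the cell cycle in WT MEFs and a difference in growth between single cultures could both give this, and neither was tested.

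Genes of the interferon response, which the paper does not discuss, rose in *p53*-/- MEFs with a median log2 ratio of 4.46 (28 measured, 28 at least 2-fold higher) beside 1.68 in WT MEFs (26 measured, 16 at least 2-fold higher). Examples chosen after their values were seen are Usp18, with 6.62 in *p53*-/- and 5.39 in WT MEFs, and Cxcl10, with 4.50 and 0.83. The signal of Usp18 in untreated *p53*-/- MEFs, 163, was below the brightest negative control there, so the size of that rise is uncertain. Several other genes of the list were also below that control in untreated *p53*-/- MEFs. Among them was Zbp1, whose log2 ratio of 4.44 lies next to the median, so the size of the median shares this limit. Because the list was drawn up from such values, its place among random lists is not independent evidence. The lowest median in *p53*-/- MEFs under the other scalings and background corrections was 4.10, which argues against scaling. Leukocyte markers argue against leukocytes as the source of these transcripts. Their median log2 ratio in *p53*-/- MEFs was −0.042 over 10 measured markers, and 0 of 14 rose at least 2-fold or came above background. Lyz2 and Cd68 were not well above background in doxorubicin-treated *p53*-/- MEFs, at signals of 36.9 and 41.9. The untreated WT MEFs already gave 11 of the 14 a signal well above background, so a small share of such cells would be hidden, and a signal secreted by them may still contribute. A response to damaged DNA, an infection of the culture and other sources were not tested.

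Of the 42 p53 target genes measured on both *p53*-/- arrays, 7 rose at least 2-fold with doxorubicin in *p53*-/- MEFs, although the median over the list was 0.14, or −0.16 with scaling to the array median. They were Perp (log2 ratio 3.73), Cdkn1a (2.23), Trp53i11 (1.92), Fas (1.86), Trp53inp1 (1.79), Pmaip1 (1.68) and Btg2 (1.20), of which only Pmaip1 is under the naming rule and the others were chosen after their values were seen. With doxorubicin, each was lower than in WT MEFs, from a log2 ratio of −2.03 for Trp53i11 to −4.58 for Cdkn1a. The rise itself was as large as in WT MEFs or larger for Cdkn1a and Trp53inp1, with log2 ratios of 2.08 and 1.59 in WT MEFs. Of the p53 target genes without a measured ratio, Tap1 and Abcb1a came above background with doxorubicin in *p53*-/- MEFs, from signals of 16.1 and 36.7 to 332 and 298. No size is given for these rises, since the brightest negative control of the untreated array reached 250.1. WT cells mixed into the culture would have to make up 4.18% of it to give the rise of Perp. At that share, 6 of 45 other p53 targets were below the level that such cells would bring. Dcxr, at 0.538% of its level in doxorubicin-treated WT MEFs, limits the contribution of WT cells to at most 16.3% of any of the 7 measured rises. Ddit4l alone would limit it to 37.5%. These values argue against mixed WT cells as the whole source. Induction without p53, for example through p63 or p73, may contribute and was not tested. In *p53*-/- MEFs, the log2 ratio was −0.32 for Trp63 and 0.29 for Trp73, or −0.0090 for Trp73 with scaling to the array median. These RNA values do not measure protein. Interferon genes rose in the same comparison, and whether that response contributes to these rises was not tested either.

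Long genes fell with doxorubicin. Gene length and the log2 ratio correlated across genes with a Spearman rho of −0.222 in *p53*-/- MEFs and −0.164 in WT MEFs, over the 13459 of 16473 genes (81.7%) that have a length. Without doxorubicin, rho for *p53*-/- over WT MEFs was −0.0273. Among the longest 20% of genes by length, 19.3% fell at least 2-fold in *p53*-/- MEFs, against 3.98% to 4.42% in the other 4 groups of equal size. In WT MEFs the contrast was weaker and gradual, with 16.8% in the longest group and 7.62%, 9.84%, 11.0% and 12.2% from the shortest group up. RNA degradation would lower the upstream end of a transcript more. In 639 of the longest genes with probes at both ends, the log2 ratio of the upstream probe in *p53*-/- MEFs was instead higher, by a median of 0.20, which argues against it. Low expression of long genes was tested within 5 groups of genes of similar mean signal. The values met neither outcome foreseen for this test. In *p53*-/- MEFs, rho was −0.0877, −0.293, −0.308, −0.363 and −0.141 from the dimmest to the brightest group, so it was weaker than over all genes in 2 groups and stronger in 3. The test was first read by its weakest group, −0.0877, which would have counted for low expression. After these values were seen, the median over the groups, −0.293, was taken in its place. The values in the 3 middle groups argue against low expression as the whole source, and a part played by it, above all in the dimmest group, may remain. Without the filter on dim probes, rho was −0.141 in *p53*-/- MEFs and −0.0601 in WT MEFs. A block of transcript elongation by doxorubicin is a candidate explanation that was not tested.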

How the results depend on the processing

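The probe choice for Dmpk was the only alternative for the planned results that was chosen after their values were seen. The alternatives were also run on the interferon and gene length results, which were themselves chosen after values were seen. No paired analysis was possible because each condition has 1 array.

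Over the alternatives that keep the brighter Dmpk probe, its log2 ratio stayed between 1.87 and 2.15 in WT MEFs and between −1.06 and −0.76 in *p53*-/- MEFs, and the difference between 2.88 and 2.93. Of 136 values for 18 planned results, 104 stayed within the limits for an unmoved value and 32 moved further. The limit was the spread of repeat spots for a log2 ratio, 1.5 times the count for a count of genes, the 95% binomial confidence interval for a percentile, a change of 0.05 for a correlation and the same rank for a rank. A count within its limit can still differ widely, such as 1318 genes with scaling to the array median against 1926. No planned log2 ratio of at least 2-fold changed sign, and of the smaller ones 1 did, that of Trp73 in *p53*-/- MEFs. For the named genes and the added results, 347 of 1839 values moved past the limit and 1 ratio of at least 2-fold changed sign, that of Ppp1r12b given below, as did 51 values of smaller ones. The deposited table of intensities equals the main values by construction and is among those counted as unmoved. The ratios of Dmpk, Trp73, Trp63 and Trp53 could not move under the changes of filter or the mean of a gene's probes, where the same probe stood for the gene. Only array median, quantile normalization and normexp could move the ratios of Dmpk. Results based on genes measured on all 4 arrays could not move under the filter on all 4 arrays. The number of unmoved values thus overstates how much was tested. The cause of a move was not tested unless the alternative itself gives it.

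For thresholds, the counts change by construction. Genes at least 1.5-fold higher numbered 3600 in WT and 3281 in *p53*-/- MEFs, and genes at least 1.5-fold lower 3502 and 2683. At 3-fold, the counts were 887 and 648 higher and 731 and 381 lower, and 297 genes rose 3-fold in WT and under 1.5-fold in *p53*-/- MEFs.

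Under array median, which lowers all log2 ratios of an array pair alike, Dmpk had 1.87 in WT and −1.06 in *p53*-/- MEFs, Trp73 0.18 and −0.0090, and Trp63 0.39 and −0.61. This puts Trp73 in *p53*-/- MEFs within the spread of repeat spots around 0, so no fall is read from it. Genes at least 2-fold higher and lower with DOXO in WT MEFs numbered 1318 and 2783, against 1926 and 1820 with the 75th percentile. In *p53*-/- MEFs, genes at least 2-fold higher and lower with DOXO numbered 955 and 2095, against 1567 and 1167. Under quantile normalization, Trp73 had 0.23 in WT and 0.12 in *p53*-/- MEFs.

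Under normexp background correction, the percentile of Dmpk by the difference was 99.5, Trp73 had 0.35 in WT MEFs, and the log2 ratio of Trp53 in *p53*-/- over WT MEFs without doxorubicin was −1.18. Ppp1r12b in WT MEFs changed from 1.73 to −0.044, because another of its probes then stood for the gene.

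Without the filter on dim probes, more probes enter, many at background level. The median log2 ratio of all genes was then −0.08 in WT and 0.26 in *p53*-/- MEFs. The percentile of Dmpk was 98.2 and its rank among myosin II regulators 4. Counts of genes at least 2-fold higher and lower were 4883 and 2852 in WT and 4699 and 2344 in *p53*-/- MEFs, and 1946 genes rose in WT MEFs only. The cell cycle median difference was −3.21 and the correlation between genotypes 0.425.

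With only the Dmpk probe listed by a RefSeq transcript, an alternative chosen after the values were seen, the log2 ratio in WT MEFs had a lower bound of 0.63. That probe was near background, so signal over background limits what this check can show. The median difference of the p53 target genes stayed between 1.05 and 1.18 over all alternatives.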

Differences from the paper's values

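The values of the paper in this part are from qRT-PCR, read by eye from its figures, relative to untreated WT MEFs, with errors as SD. The arrays are another measurement of 1 sample each. The paper's errors were read only for the Dmpk value in doxorubicin-treated WT MEFs.

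For Dmpk in doxorubicin-treated WT MEFs, the paper's value is about 2.7 in Fig. 1a, read by eye, and the array value was 4.43. Of the alternatives set before the data were examined, scaling to the array median gave 3.66, which is within 1.5 times the paper's value, and the others were not. The probe listed by a RefSeq transcript, chosen after the values were seen, gave a rise of at least 1.55-fold, a bound that lies below the paper's value. For untreated *p53*-/- MEFs, the paper's value is about 0.52 in Fig. 1a, and the array value was 1.24. For doxorubicin-treated *p53*-/- MEFs, the paper's value is about 0.33 in Fig. 1a, and the array value was 0.730. Both differed under every alternative set before the data were examined. Both are relative to untreated WT MEFs, so the second value also carries the difference between the untreated genotypes. Within *p53*-/- MEFs, Dmpk was lower with doxorubicin in both, from about 0.52 to 0.33 in the paper and from 1.24 to 0.730 on the arrays.

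For Trp73, the paper's value is about 6.3 in Fig. S5a in doxorubicin-treated WT MEFs and about 0.13 in untreated *p53*-/- MEFs. The array values were 1.37 and 1.49. For Trp63, the paper's value is about 0.39 in Fig. S5b in untreated *p53*-/- MEFs and about 2.4 in doxorubicin-treated *p53*-/- MEFs. The array values were 1.40 and 1.13. All 4 differed under every alternative set before the data were examined. The array values rest on 1 of 3 probes for Trp73 and 1 of 2 for Trp63. The other probes were not well above background on any array, so no other probe backs these differences. For Trp63 in doxorubicin-treated WT MEFs, the paper's value is about 1.8 in Fig. S5b, and the array value of 1.59 was within 1.5 times of it, as it was under every such alternative. For Trp73 in doxorubicin-treated *p53*-/- MEFs, the paper's value is about 2.5 in Fig. S5a. The array value of 1.82 was also within 1.5 times of it. The values of 1.43, 1.53 and 1.59 under array median, quantile normalization and normexp were not. The rise of Trp73 within *p53*-/- MEFs differed, from about 0.13 to 2.5 in the paper and from 1.49 to 1.82 on the arrays.

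The paper states that p73 expression is lower in MEFs that lack p53 when they are not treated. On the array, the Trp73 probe was higher in untreated *p53*-/- than in untreated WT MEFs, with a log2 ratio of 0.57. Its signal of 249 in untreated *p53*-/- MEFs was below the brightest negative control of that array (250.1), so this value is within reach of background.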

Other observations

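None of the tests in this part was chosen after its result was seen. The strain variant and whole chromosome tests were written down first, and the remaining values are given without a test.

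Of 3 Trp73 probes, 1 was well above background, with signals of 184 in untreated and 221 in doxorubicin-treated WT MEFs, and 249 and 391 in *p53*-/- MEFs. Of 2 Trp63 probes, 1 was well above background, with signals of 3639 and 5077 in WT MEFs and 4631 and 4786 in *p53*-/- MEFs. The log2 ratios were 0.45 in WT and 0.29 in *p53*-/- MEFs for Trp73, and 0.67 and −0.32 for Trp63. With scaling to the array median, the Trp73 value in *p53*-/- MEFs was −0.0090.

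DNA linked to the targeted gene can differ by strain. Within 10 Mb of Trp53, 13 of 337 genes (3.86%) were at least 2-fold apart between untreated genotypes. The share was lower in 34.8% of 460 other windows of the same width, whose median was 4.63%, so the window did not stand out. For whole chromosomes, the median log2 ratio of *p53*-/- over WT MEFs less that of all genes was taken without and with doxorubicin. Where both values had the same direction, the largest was 0.076 (chromosome 5, with doxorubicin, beside 0.029 without). The largest size that both values of a chromosome reached was 0.049 (chromosome 9, −0.060 without and −0.049 with doxorubicin), which argues against a gained or lost chromosome present in most cells. The p53 target genes had a median log2 ratio of −1.27 for *p53*-/- over WT MEFs without doxorubicin, and 42 of 42 were below 0.

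Of 5 sex-linked genes, Ddx3y and Eif2s3y were well above background on all 4 arrays, with signals from 4379 to 5884 and from 2777 to 4711. Xist was not well above background on any array. Kdm5d was well above background on the WT arrays only, and Uty only on the array of doxorubicin-treated WT MEFs, all at signals below the brightest negative controls.

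Ppia, to which the paper's qRT-PCR is normalized, had log2 ratios of 0.07 in WT and −0.23 in *p53*-/- MEFs, which changed to −0.21 in WT MEFs with scaling to the array median and to 0.12 in *p53*-/- MEFs with quantile normalization. Hprt had 1.13 in WT MEFs, and 0.23 in *p53*-/- MEFs, where it was −0.06 with scaling to the array median. Over the 8 reference genes, the log2 ratio ranged from −0.09 (Tbp) to 1.13 (Hprt) in WT MEFs and from −0.42 (Actb) to 1.00 (B2m) in *p53*-/- MEFs.

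Among the other genes that the paper names, Itch had log2 ratios of −0.82 in WT and −0.79 in *p53*-/- MEFs. Myl12b had 0.98 and 0.88, Myl9 −0.66 and −1.12, and Ppp1r12a, which encodes MYPT1, −0.44 and −1.01.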
